A study of Mus musculus with 10 samples.

How the data were processed

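RNA-seq libraries had been made from mouse regulatory T cells (Treg cells) sorted as CD4+RFP+GFP+ cells, labelled Helios+, and CD4+RFP+GFP− cells, labelled Helios−, with 5 libraries in each group. The sample labels tie the GFP signal to Helios, the protein of the gene Ikzf2, and do not say what RFP reports. The series' design text speaks instead of wild-type against knockout cells for Helios. The groups used here follow the labels of the single samples, so a difference is between 2 sorted populations and is not described as an effect of removing Helios. The labels do not say whether the 5 samples of a group came from separate mice or separate sorts, so p-values measure the spread between these samples, which may be technical.

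Per the labels' protocols, RNA was extracted on columns with DNase I treatment, and libraries were prepared from total RNA with a stranded SMARTer kit for picogram input. Total RNA libraries of this kind also hold nuclear, ribosomal and other RNA without a poly(A) tail. The submitters' processing notes name the mouse build mm10, HISAT2 version 2.0.4, HTSeq and DESeq2, without the role of each. The gene annotation, the strand setting of the counting and the filter on genes are not given in the sources used here, so reads of overlapping genes and of a gene and its antisense partner may have been counted together.

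The authors deposited a single table of normalized counts for 13252 genes in 10 libraries, a signal that is never negative and is not a whole number. Every value was a whole multiple of the smallest value above 0 in its library, within a tolerance of 0.001, for 100% of the values. Dividing by that smallest value recovered whole reads, and median-of-ratios size factors recomputed from these reads differed from those in the table by at most 3.3e-15 in relative terms. The deposited signal is therefore the read count divided by 1 size factor per library. No gene in the table had under 10 recovered reads over the 10 libraries. No symbol of a mitochondrial gene or of a variable segment of T cell receptors or immunoglobulins was found in the table, so lists of these genes were not analysed here. Recovered reads ranged from 4872348 to 6948692 per library. Pairs of libraries of the same group differed by more than sampling noise, with a chi-square per degree of freedom of 3.67 to 55.8 over 20 pairs, so none were merged as 1 library deposited more than once. This does not show that they came from separate mice.

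Genes with a mean normalized count of at least 10 over all 10 libraries were tested, which kept 10718 genes and left out 2534. The test was limma's moderated test (version 3.58.1, R version 4.3.3, with trend and robust estimation) on log2(normalized count + 1), with the group as the only term. Calls had a Benjamini-Hochberg adjusted p under 0.05. Changes are Helios+ minus Helios− on the log2(normalized count + 1) scale, which understates the change of low genes. The group means and SDs are of normalized counts, n = 5 in each group. Ikzf2, Foxp3 and Cd4 were also tested with an exact two-sided permutation test of the difference in mean log2 value.

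There were 33 gene lists fixed before the data were examined, as were the main tests, the naming rule and the alternatives not said to be added. Of these, 24 had at least 5 tested genes and were tested with limma's camera, which compares the genes of a list with all other genes, at a preset inter-gene correlation of 0.01. Camera with an estimated correlation and fry, which asks whether a list's own genes move, were run beside it. A call can be lost with an estimated correlation even where the estimate lies below 0.01. A call lost in this setting is therefore not read as an effect of correlated genes. Ikzf2 was left out of the lists, since the sort was made on its reporter. Named genes followed a fixed rule. It took Ikzf2, Foxp3 and Cd4, and the 5 Ikaros family members. It took the 12 largest higher and the 12 largest lower genes among those with an adjusted p under 0.05, a mean of at least 50 and groups that did not overlap, leaving out receptor segments and predicted genes. It also took the 4 members with the smallest p of each list and, for markers of other cell types, the 2 most abundant members. Other list members are named only where a count of 5 or fewer called for it, or as replicate and family examples in the closing section. These were chosen after their values were seen. A few genes that the rule took or the lists hold are not reported by name here.

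Samples of both groups carry the replicate numbers 1 to 5. For each number, the deviations of the Helios+ and the Helios− library from their group means were correlated across genes, with correlations of 0.48, 0.19, 0.39, 0.16 and 0.15 for numbers 1 to 5. The correlation was higher with the own number than with any other number for every library, and the median with other numbers was −0.03. All 5 pairs passed the minimum of 0.1 set for this check, so equal numbers were taken to pair the samples. The pairing comes from the values, since the labels give no shared mouse or day. The limma fit with the replicate number as a block is given where it changes the call of a named gene or list or moves a count of calls by over 1.5 times.

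The alternatives were other pseudocounts, filters and scalings, limma with the replicate block or with array quality weights, and leaving out each library or number. edgeR's quasi-likelihood test (version 4.0.16) and DESeq2 (version 1.42.0) were run on the recovered reads. Cyclic loess normalization, leaving out numbers 1 and 3 together, and the block with an estimated correlation were added after the data were seen. The tests were checked on simulated counts with 10718 genes in 5 against 5 libraries. There limma recovered 80% of 50 genes changed by 1.5-fold, 98% at 2-fold and 100% at 4-fold and at 8-fold, and 5.5% of its calls were false. Between the real groups limma called 2655 genes, far more than were changed in the simulation. These shares may therefore not carry over to the real libraries.

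Coordinates are those of the mouse build GRCm38, the assembly also called mm10, in a GENCODE annotation, counted from 1. Gene symbols of the table were matched by current symbol or synonym, which gave coordinates to 98.5% of genes. Genes are named as in the table. Ccdc46 is the older symbol of Cep112, Dnahc7a of Dnah7a and Gbp1 of Gbp2b. Reads of near-identical copies, such as Ly6c1 and Ly6c2, Gbp1 and Gbp2, Bcl2a1b and Bcl2a1d, the Dnah7 genes and the histones, could have been split between them or dropped in counting, so values of these genes are uncertain. So are those of genes whose exons overlap other genes, and the share of exon bases is given where it is above 10%.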

Results

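Gene expression was compared between Helios+ and Helios− Treg cells, the regulatory CD4 T cells that restrain immune responses. Helios, encoded by Ikzf2, is a zinc finger transcription factor of the Ikaros family. The question was how the transcriptomes of Treg cells with and without Helios differ. There were 5 libraries in each group, with 5935899 ± 711966 recovered reads in Helios− (SD, n = 5) and 5970031 ± 899824 in Helios+ libraries (SD, n = 5). The range over the libraries was 4872348 to 6948692. The ribosomal RNA precursor Rn45s took between 8.54% and 18.6% of the reads of a library, and the nuclear RNA Malat1 between 1.30% and 3.64%. The first principal component held 56.7% of the variance and separated the groups. The second held 15.1% and set replicate 1 against replicate 3 in both groups.

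The gene behind the sort, Ikzf2, was far higher in every library labelled Helios+ than in every library labelled Helios−. Ikzf2 (chromosome 1, 69531214 to 69687245, minus strand) had 487 ± 56.5 normalized counts in Helios− cells (SD, n = 5) and 10367 ± 456 in Helios+ cells (SD, n = 5), a 21.3-fold difference in means. Helios− libraries ranged from 418.2 to 572.2 and Helios+ libraries from 9667 to 10906. The exact two-sided permutation p was 0.0079, the smallest that 252 assignments can give. Within the 5 replicate pairs the exact p was 0.0625, again the smallest possible. Helios− libraries kept 4.69% of the Helios+ level. Foxp3, the transcription factor that defines Treg cells (chromosome X, 7573644 to 7595245, plus strand), had 3526 ± 226 normalized counts in Helios− and 3570 ± 201 in Helios+ cells. Its exact permutation p was 0.754, and 31.5% of its exon bases overlap another gene. Cd4 (chromosome 6, 124864692 to 124888221, minus strand) had 3334 ± 446 and 3208 ± 276, with an exact permutation p of 0.667.

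**Figure D1:**
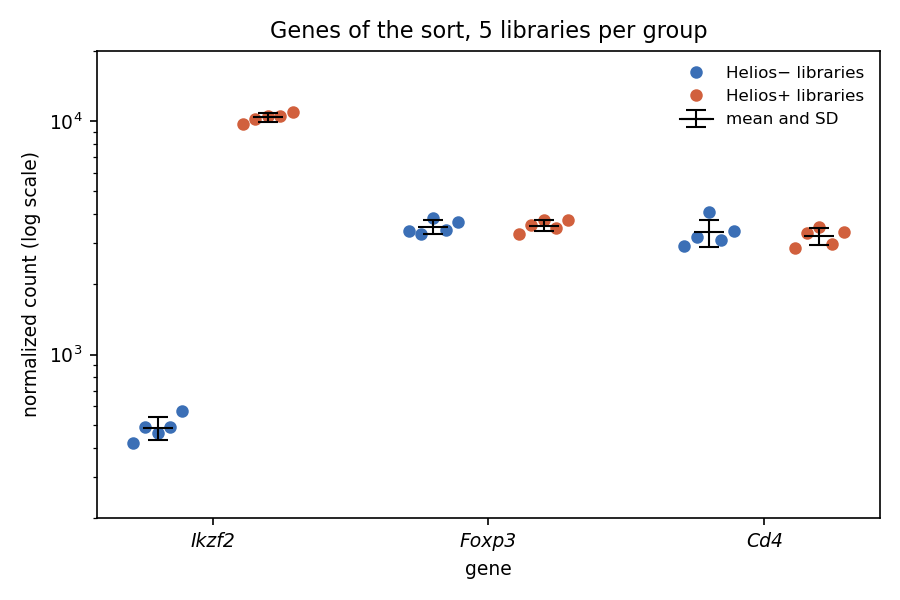
Normalized counts of Ikzf2, Foxp3 and Cd4 on a log scale, with a point for each of the 5 Helios− and 5 Helios+ libraries and a bar for the mean and SD. Ikzf2 sits between 418.2 and 572.2 in Helios− and between 9667 and 10906 in Helios+ libraries, while the groups overlap for Foxp3 and Cd4.

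Many genes differed between the populations. Among 10718 genes tested, limma called 2655 (24.8%), of which 1512 were higher and 1143 lower in Helios+ cells. Changes of at least 2-fold were more often increases, with 562 genes higher and 120 lower. These became 257 and 68 at a mean of at least 50, and 206 were lower with quantile normalization. Quantile normalization called 1376 genes higher and 1357 lower, TMM scaling 1534 and 1114, and cyclic loess 1496 and 1067. With the replicate number as a block, limma called 4000 genes, 2021 higher and 1979 lower, and 2654 of the 2655 calls were among them. Without both libraries of replicate 4, limma called 748 genes lower. The groups did not overlap for 2093 genes, or 19.5%, where chance gives 0.794%. The direction depended on abundance. Genes with a mean of 10 to 20 had a median log2 change of 0.18, with 151 called higher and 33 lower. Genes with a mean above 5000 had a median of −0.15, with 4 called higher and 19 lower.

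**Figure D2:**
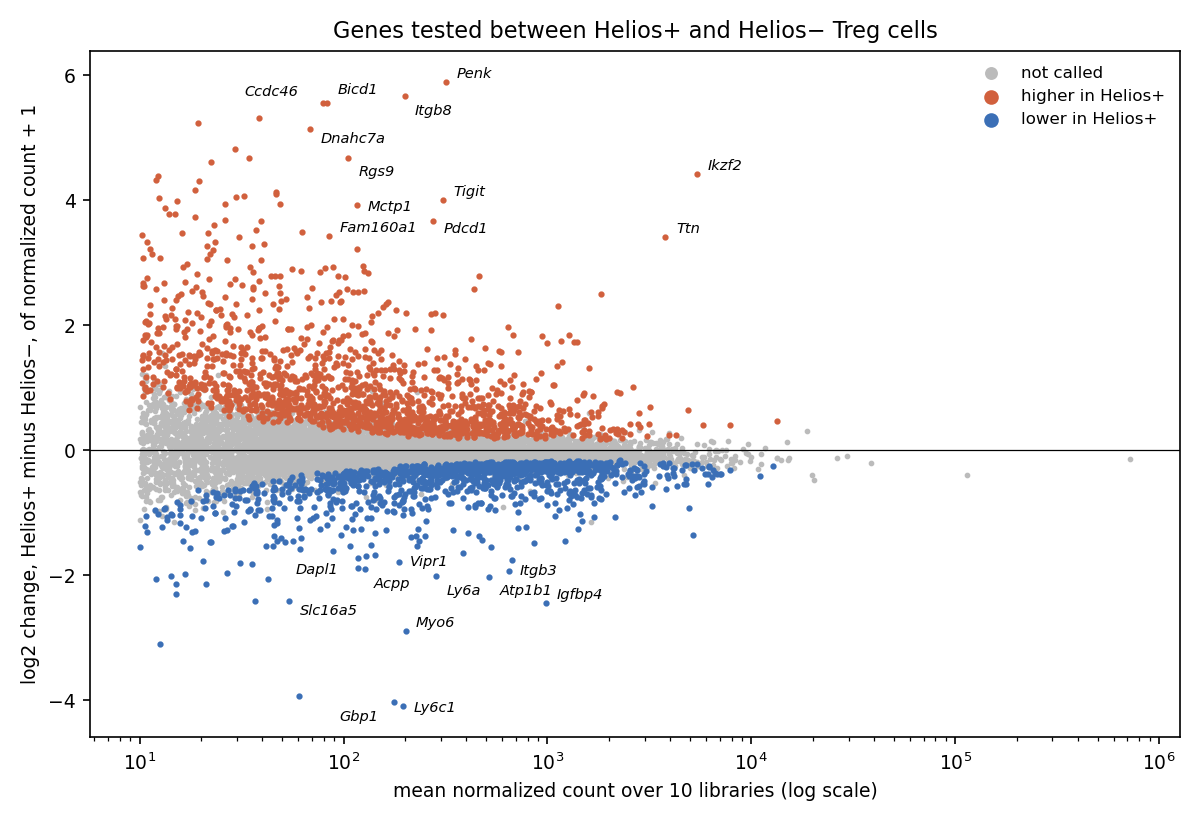
Log2 change of normalized count + 1 (Helios+ minus Helios−) of the 10718 genes tested against the mean normalized count over the 10 libraries on a log scale. Each point is a gene, coloured by its limma call, and the labelled genes are the 12 largest higher and 11 of the 12 largest lower by the fixed rule.

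The largest log2 change of normalized count + 1 towards Helios+ cells was that of Penk, which encodes the precursor of enkephalin opioid peptides (chromosome 4, 4133531 to 4138819, minus strand, with 14.3% of exon bases shared with another gene). It rose from 10.3 ± 5.61 to 624 ± 119 normalized counts, a log2 change of 5.89 ± 0.26 (SE; limma adjusted p = 1.1e-09). Itgb8, the integrin subunit that with alpha v activates latent TGF-β, rose from 7.40 ± 3.95 to 391 ± 49.4, by 5.67 ± 0.26 (limma adjusted p = 1.1e-09). Bicd1, an adaptor of the dynein motor, rose from 2.69 ± 1.35 to 164 ± 7.13 normalized counts. Ccdc46 rose from 2.43 ± 1.12 to 156 ± 30.9. Dnahc7a, a dynein heavy chain, rose from 3.05 ± 1.53 to 134 ± 17.1, and Rgs9, a regulator of G protein signalling, from 7.02 ± 1.64 to 203 ± 30.8. The inhibitory receptor Tigit rose from 37.5 ± 14.6 to 579 ± 30.3 and Pdcd1 (PD-1) from 39.5 ± 7.83 to 513 ± 92.0 normalized counts. Mctp1 had a log2 change of 3.92 ± 0.19 and Fam160a1 of 3.43 ± 0.22. Ttn, the gene of the giant muscle protein titin, rose from 665 ± 198 to 6925 ± 1032 normalized counts, a log2 change of 3.41 ± 0.17 (limma adjusted p = 1.33e-08). Each of these genes was higher in Helios+ cells in 5 of 5 pairs, which follows from the rule that the groups do not overlap.

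The largest decrease was that of Ly6c1, a GPI-anchored surface protein gene (chromosome 15, 75044018 to 75048830, minus strand). It had 369 ± 76.0 normalized counts in Helios− and 21.2 ± 6.87 in Helios+ cells, a log2 change of −4.09 ± 0.20 (SE; limma adjusted p = 1.56e-09). Gbp1, an interferon-inducible GTPase gene, fell from 334 ± 55.2 to 19.6 ± 3.75, with a log2 change of −4.03 ± 0.16. The unconventional myosin Myo6 was 7.61-fold lower in means, and Igfbp4, an insulin-like growth factor binding protein, 5.56-fold lower. The transporter Slc16a5 was 5.45-fold lower. The Na+/K+ pump subunit Atp1b1, with 18.7% of exon bases shared with another gene, was 4.04-fold lower, as was Ly6a (Sca-1). The integrin subunit Itgb3 was 3.80-fold, Acpp 3.75-fold, Dapl1 3.71-fold and Vipr1, a receptor of vasoactive intestinal peptide, 3.46-fold lower. All were lower in 5 of 5 pairs, which again follows from that rule.

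**Figure D3:**
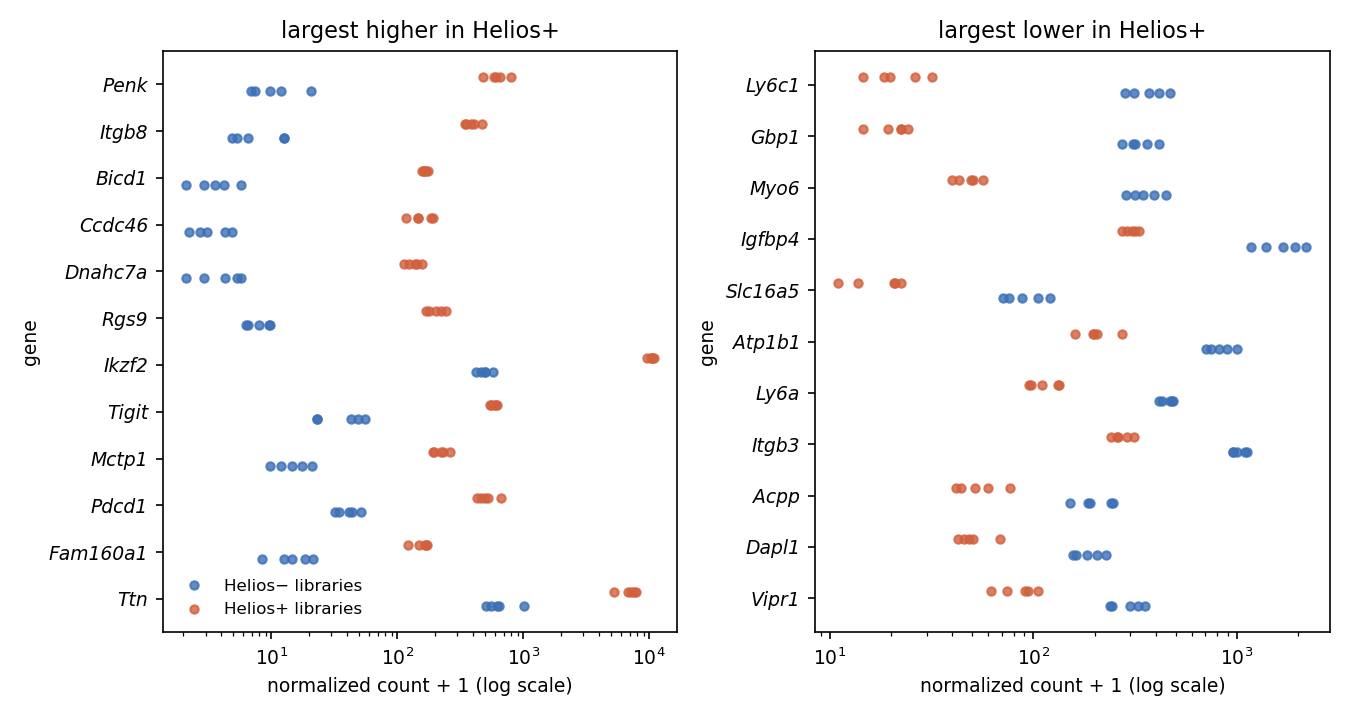
Normalized count + 1 on a log scale in each of the 5 Helios− and 5 Helios+ libraries for the 12 largest higher genes (left) and 11 of the 12 largest lower genes (right). Each point is a library, and for every gene shown the groups do not overlap, as the fixed rule requires.

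The other Ikaros family members differed in direction. Ikzf4 (Eos), a partner of Foxp3, was 3.14-fold higher in Helios+ cells, at 753 ± 93.9 against 240 ± 27.7 normalized counts (limma adjusted p = 1e-08). Ikzf1 (Ikaros) was lower, at 2211 ± 70.4 against 3531 ± 230, a log2 change of −0.67 ± 0.06. Ikzf3 (Aiolos) was lower too, at 2279 ± 259.5 against 4264 ± 730, a log2 change of −0.89 ± 0.11. Ikzf5 (Pegasus) was not called, with a log2 change of −0.17 ± 0.09 (limma adjusted p = 0.212), and 84.5% of its exon bases overlap another gene. So of 4 members besides Ikzf2, 1 was higher and 2 were lower. With 4 genes the list was too short for a set test.

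Genes of Treg identity and activation were higher in Helios+ cells. Of 29 genes of the core Treg signature, 25 were higher and 2, Sytl2 and Gbp4, lower, and adjusted over the list alone the counts were 25 and 3 (camera adjusted p = 2.38e-19). The call of Gbp4 was lost when 4 of the 10 libraries were left out singly. Besides Penk, the members with the smallest p were Cd83, a log2 change of 2.58 ± 0.11, Tnfrsf9 (4-1BB), 2.79 ± 0.13, and Tnfrsf4 (OX40), 1.82 ± 0.09. Of 31 genes of effector Treg cells, 23 were higher and 3 lower, among them the chemokine receptors Ccr2 and Ccr4. Adjusted over the list alone these were 25 and 3 (camera adjusted p = 7.3e-14). The camera call of the effector list was lost with the replicate block and an estimated correlation together (adjusted p = 0.0755). Il1rl1, the receptor of IL-33, was 9.47-fold higher in means, at 210 ± 23.7 normalized counts in Helios+ cells. Of 23 molecules reported to mediate suppression, 16 were higher, Nrp1 (neuropilin-1) by 2.50 ± 0.13, and 1, Prf1 (perforin), was lower. Adjusted over the list alone the counts were 17 and 1 (camera adjusted p = 8.22e-12).

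Early genes of T cell receptor signalling moved the same way, with 19 of 26 higher and 0 lower in limma, or 20 and 0 adjusted over the list alone (camera adjusted p = 3.23e-12). At a limma p under 0.05 before adjustment 0 were lower, as with edgeR and DESeq2, while limma with the replicate block called 1 lower. Egr2, a transcription factor induced by receptor signals, had 359 ± 41.1 against 136 ± 7.20 normalized counts. Of 24 TNF receptor and costimulatory genes, 11 were higher, among them Tnfrsf1b (TNFR2) by 1.84 ± 0.10 and Cd200r1 by 1.98 ± 0.12. The 2 lower were Tnfrsf1a and Cd28, and adjusted over the list alone the counts were 12 and 3 (camera adjusted p = 2.68e-05). With the replicate block and an estimated correlation together camera did not call this list (adjusted p = 0.0952). The call of Cd28 was lost when 3 of the 10 libraries were left out singly. Of 17 follicular T cell genes, 13 were higher, among them Tox2 by 2.94 ± 0.16 and Tox by 0.94 ± 0.10, and 1, Tcf7, lower. The counts adjusted over the list alone were the same, and the block called 2 lower (camera adjusted p = 2.15e-07). With the block and an estimated correlation together camera did not call the follicular list (adjusted p = 0.0952). Cebpa, also on that list, had a log2 change of 3.68 ± 0.44.

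Cell cycle genes were higher as well. Of 32 tested, 19 were higher and 0 lower in limma (0 lower before adjustment and with edgeR and DESeq2), or 22 and 0 adjusted over the list alone (camera adjusted p = 1.94e-09). Top2a, the topoisomerase of dividing cells, had 407 ± 55.6 against 182 ± 20.6 normalized counts. Mcm6, a subunit of the replicative helicase, had 811 ± 41.7 against 490 ± 41.1, the mitotic kinesin Kif11 88.5 ± 12.9 against 29.8 ± 6.84, and Tyms, thymidylate synthase, 77.4 ± 10.6 against 33.8 ± 7.07. Of 46 replication-dependent histone genes, 15 were higher and 0 lower in limma (1 lower at p under 0.05 before adjustment, 1 with DESeq2 and 0 with edgeR), or 18 and 1 adjusted over the list alone (camera adjusted p = 1.57e-05). With the replicate block limma called 25 of them higher and 1 lower, and with quantile normalization 9 higher and 1 lower. This histone call was lost with an estimated correlation (adjusted p = 0.465). Hist1h2af, with 35.3% of exon bases shared with another gene, Hist1h4f, Hist1h2bb and Hist1h1b had log2 changes of 1.17, 1.26, 0.96 and 0.88.

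Genes of resting or central T cells were lower in Helios+ cells. Of 29 tested, 21 were lower and 1, Id3, was higher, with the same counts adjusted over the list alone (camera adjusted p = 1.18e-14). The camera call was lost with the replicate block and an estimated correlation together (adjusted p = 0.0536). The call of Id3 was lost when 6 of the 10 libraries were left out singly, and the replicate block called 2 members higher. Besides Ly6c1 and Itgb3, Il6ra, a subunit of the interleukin-6 receptor, had 833 ± 39.1 against 1982 ± 53.6 normalized counts. Satb1, a chromatin organizer, had 2922 ± 181 against 7458 ± 625, a log2 change of −1.35 ± 0.07 (limma adjusted p = 3.1e-09).

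Of the 24 lists tested, camera called 14, with 10 up and 4 down. With an estimated correlation 8 held. They were the core Treg, effector Treg, suppression, T cell receptor, TNF receptor, follicular, cell cycle and resting lists. With the replicate block and an estimated correlation 4 held. The effector Treg (adjusted p = 0.0755), resting (adjusted p = 0.0536), follicular and TNF receptor lists (both adjusted p = 0.0952) then missed the threshold. Several lists called up share strongly changed members, so their calls are not independent of one another. Tnfrsf9 is on the core Treg, effector Treg, T cell receptor and TNF receptor lists. Tigit is on the core Treg, effector Treg and suppression lists, and Pdcd1 on the effector Treg, suppression and follicular lists.

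Interferon-stimulated genes were divided, with 8 of 34 lower and 3, Oas1a, Isg20 and Ifi27l2a, higher, or 9 and 3 adjusted over the list alone. The call of Isg20 (limma adjusted p = 0.0495) was lost when 6 of the 10 libraries were left out singly. With the replicate block 14 members were lower and 4 higher. Camera gave a direction of down (adjusted p = 0.0363), which was lost with an estimated correlation (adjusted p = 0.717). It was also lost without Helios− replicate 1, 4 or 5 or Helios+ replicate 2 or 3, each left out alone (camera adjusted p = 0.107, 0.0911, 0.0922, 0.0711 and 0.161). Quantile normalization, cyclic loess and a mean of at least 50 ended it as well (camera adjusted p = 0.0751, 0.0511 and 0.0537). Ifit2 had 414 ± 41.1 against 650 ± 77.3 normalized counts in Helios− cells and Gbp2 575 ± 66.0 against 804 ± 105, while Oas1a had 134 ± 36.7 against 49.6 ± 12.2. Of 22 regulators of apoptosis, 9 were higher and 3, Bcl2, Casp8 and Cflar, lower, or 11 and 3 adjusted over the list alone (camera adjusted p = 0.0144, and adjusted p = 0.18 with an estimated correlation). The BH3-only gene Bid rose by 0.98 ± 0.09, with 17.7% of exon bases shared. The survival genes Bcl2a1b and Bcl2a1d rose by 1.40 and 2.07, and 49.1% of the exon bases of Bcl2a1b overlap another gene.

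Several lists held members that went both ways and were not called by camera. Of 18 genes of T helper lineages, 7 were higher, among them Cxcr3 by 1.83 ± 0.14 and Rora by 1.48 ± 0.15, and 4 lower, among them Il4ra, Stat4 (26.7% of exon bases shared with another gene) and Ccr4, or 8 and 4 adjusted over the list alone (camera adjusted p = 0.398). Of 27 chemokine receptor and homing genes, 10 were higher and 10 lower, or 12 and 10 adjusted over the list alone (camera adjusted p = 0.265). Ccr8 had 92.3 ± 15.1 against 5.38 ± 2.18 normalized counts and the integrin subunit Itgb1 2079 ± 241 against 626 ± 49.3, while Ccr4 had 179 ± 7.95 against 336 ± 47.7. Of 16 TGF-β pathway genes, 5 were higher, namely Itgb8, Itgae, Tgfbr1, Tgif1 and Pmepa1, and 6 lower, with 5 and 8 adjusted over the list alone (camera adjusted p = 0.817). The median of this list was −0.12 and its mean 0.35, and camera gave a direction of down. Itgae (CD103) rose by 1.35 ± 0.12 and Tgfbr1 by 0.70 ± 0.08, and the co-receptor Tgfbr3 changed by −1.26 ± 0.10.

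Metabolic lists were not called. Of 21 glycolysis genes, 6 were higher and 2, Pdk1 and Slc2a1, lower, with the same counts adjusted over the list alone, and 7 and 5 with the replicate block (camera adjusted p = 0.25). Pdk1, the kinase that restrains pyruvate dehydrogenase, had 469 ± 17.4 against 1098 ± 71.5 normalized counts. Eno3, Slc16a3 and Ldhb rose by 1.20, 1.83 and 0.85. Of 24 cholesterol synthesis genes, 2, Stard4 and Ebp, were higher and 4 lower, among them Lss, Srebf2 and Mvd, with the same counts adjusted over the list alone (camera adjusted p = 0.396). The call of Ebp was lost when 6 of the 10 libraries were left out singly. Of 44 nuclear genes of the respiratory chain, 0 were higher and 1, Ndufs1 with a log2 change of −0.27 ± 0.08, was lower, and adjusted over the list alone there were 0 and 0 (camera adjusted p = 0.68). With 0 respiratory chain genes called higher, 1 had a limma p under 0.05 before adjustment, and edgeR and DESeq2 called 0. With the replicate block 3 were called higher, among them Cox6c and Cox8a (limma adjusted p = 0.0121 and 0.0267), which were also called without Helios− replicate 3 (limma adjusted p = 0.0451 and 0.00944). Ndufb2 was called only with quantile normalization (limma adjusted p = 0.0277). Of 17 stress and dissociation genes, 3, Junb, Egr1 and Dusp1, were higher and 1, Zfp36, lower, with the same counts adjusted over the list alone, and 3 and 2 with the replicate block (camera adjusted p = 0.672). Its median was −0.03, its mean 0.17 and the direction in camera up. Of 70 ribosomal protein genes, 0 were higher (also before adjustment and with edgeR and DESeq2) and 1, Rpl35a, lower, and 0 and 0 adjusted over the list alone. Camera called that list down (adjusted p = 0.00794, and adjusted p = 0.857 with an estimated correlation), with a median log2 change of −0.16. The call was lost without Helios+ replicate 1 or Helios− replicate 3 (camera adjusted p = 0.0716 and 0.339), and with quantile and cyclic loess normalization (camera adjusted p = 0.553 and 0.226). With the replicate block 19 of the genes were called lower and 1 higher, the lower ones including Rpl31, with 25.3% of exon bases shared with another gene, and Rpl21 (limma adjusted p = 0.0136 and 6.69e-05). Rpl31 was also called lower by edgeR and DESeq2 (adjusted p = 0.042 and 0.0225), as was Rps19 (adjusted p = 0.0417 and 0.0201). limma called Rps19 with array quality weights and without Helios− replicate 1 (limma adjusted p = 0.00641 and 0.000111).

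The lists of other cell types with a set test had medians between −0.27 and 0.35, and single markers differed. Of 16 myeloid markers, 3, Cybb, Csf1r and Vcam1, were higher and 0 lower (also before adjustment and with edgeR and DESeq2), the same adjusted over the list alone (camera adjusted p = 0.0337, and adjusted p = 0.432 with an estimated correlation). That call was also lost without Helios+ replicate 1 or Helios− replicate 2 or 3 (camera adjusted p = 0.101, 0.0662 and 0.0525). It was lost with quantile normalization, cyclic loess and a mean of at least 50 (camera adjusted p = 0.129, 0.103 and 0.0938). Cybb, a NADPH oxidase subunit, had 488 ± 43.5 against 231 ± 28.2 normalized counts, Csf1r (15.1% of exon bases shared) 61.6 ± 7.30 against 36.9 ± 5.84, and Ctss 1509 ± 157 against 1412 ± 265. C1qb was not called except without Helios− replicate 5 (limma adjusted p = 0.0428), at 16.2 ± 9.66 against 7.77 ± 4.48. Of 17 B cell markers, 0 were higher (also before adjustment and with edgeR and DESeq2) and 1, Ebf1, lower, and 0 and 0 adjusted over the list alone (camera adjusted p = 0.0544, and adjusted p = 0.717 with an estimated correlation). With the replicate block that list was called down (camera adjusted p = 0.0114, and adjusted p = 0.151 with an estimated correlation as well), with 7 members lower, among them Pax5 and Fcer2a (limma adjusted p = 0.00271 and 0.00339). It was also called down without Helios+ replicate 1 or 4 or Helios− replicate 2 or 5 (camera adjusted p = 0.0128, 0.0185, 0.0143 and 0.0328). The abundant Cd74 had 2215 ± 171 in Helios+ and 2292 ± 329 in Helios− cells, H2-Ab1 682 ± 51.6 and 720 ± 106, and Spib 125 ± 18.6 and 143 ± 19.9. Of 12 CD8 T and NK cell markers, 2, Nkg7 and Ccl5, were higher and 1, Klrk1, lower, the same adjusted over the list alone (camera adjusted p = 0.929). Their median was −0.02, their mean 0.09 and the direction in camera up. Cd8b1 had 202 ± 19.3 against 245 ± 33.2 and was not called except in some settings. They were the replicate block (limma adjusted p = 0.0111, and adjusted p = 0.0131 with edgeR), quantile normalization and array quality weights (limma adjusted p = 0.0473 and 0.0156). Leaving out Helios− replicate 1 or both libraries of replicate 1 gave the call too (limma adjusted p = 0.0106 and 0.0267). Cd8a had 128 ± 12.6 against 141 ± 16.5. Of 8 dendritic cell markers, 1, Zbtb46, was higher, and 0 adjusted over the list alone (camera adjusted p = 0.929). The median was −0.03, the mean 0.12 and the direction in camera down. Bst2, Itgax and Tcf4 were not called, and Ccr9 was called lower only with the block (limma adjusted p = 0.0484), with 21.5% of its exon bases shared with another gene. The calls of Ebf1, Klrk1 and Zbtb46 were lost when 6, 3 and 7 of the 10 libraries were left out singly.

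Of 7 thymocyte markers, 2 were lower, among them Themis, and 0 higher (also before adjustment and with edgeR and DESeq2), or 3 and 0 adjusted over the list alone and 4 and 1 with the replicate block. Camera called the list down (adjusted p = 0.0337), and the call was lost with an estimated correlation (adjusted p = 0.11) and with the replicate block (adjusted p = 0.0658). It was lost too without Helios+ replicate 2 or Helios− replicate 4 (camera adjusted p = 0.0515 and 0.069), and with a mean of at least 50 (camera adjusted p = 0.0537). The estimated correlation of the thymocyte list was −0.0089, below the preset 0.01. A higher correlation between its genes was thus not what ended the call in that setting. Themis had 350 ± 18.9 against 670 ± 25.3 normalized counts. Sox4 was called higher only with the block (limma adjusted p = 0.00241), and 54.6% of its exon bases overlap another gene. Lists with under 5 tested genes had no set test. None of 2 plasma cell genes (Igj, Xbp1) and 4 red cell and platelet genes (Bpgm, Itga2b, Beta-s, Alas2) was called by limma, and 0 of them had a limma p under 0.05 before adjustment or were called by edgeR or DESeq2. The reads of Alas2 are uncertain, with 15.5% of its exon bases shared. Of the stromal and endothelial markers only Pecam1 (CD31) was tested, at 775 ± 34.3 against 1509 ± 67.0 normalized counts (limma adjusted p = 1.2e-08). The nuclear RNAs Malat1, Neat1 and Kcnq1ot1 were not called. Malat1 had a log2 change of −0.40 ± 0.19 (limma adjusted p = 0.144, and adjusted p = 1.09e-05 with the replicate block). The Y-linked genes Uty, Eif2s3y, Ddx3y and Kdm5d were read in all libraries of both groups. They were not called, except Uty in some settings. It was called with the block, with array quality weights and without Helios− replicate 1 (limma adjusted p = 0.0121, 0.0406 and 0.0128). It was also called without both libraries of replicate 1 (limma adjusted p = 0.0346) and by edgeR with the block (adjusted p = 0.0108). For the Y-linked genes and the nuclear RNAs, 0 had a limma p under 0.05 before adjustment, and edgeR and DESeq2 without the block called 0.

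**Figure D4:**
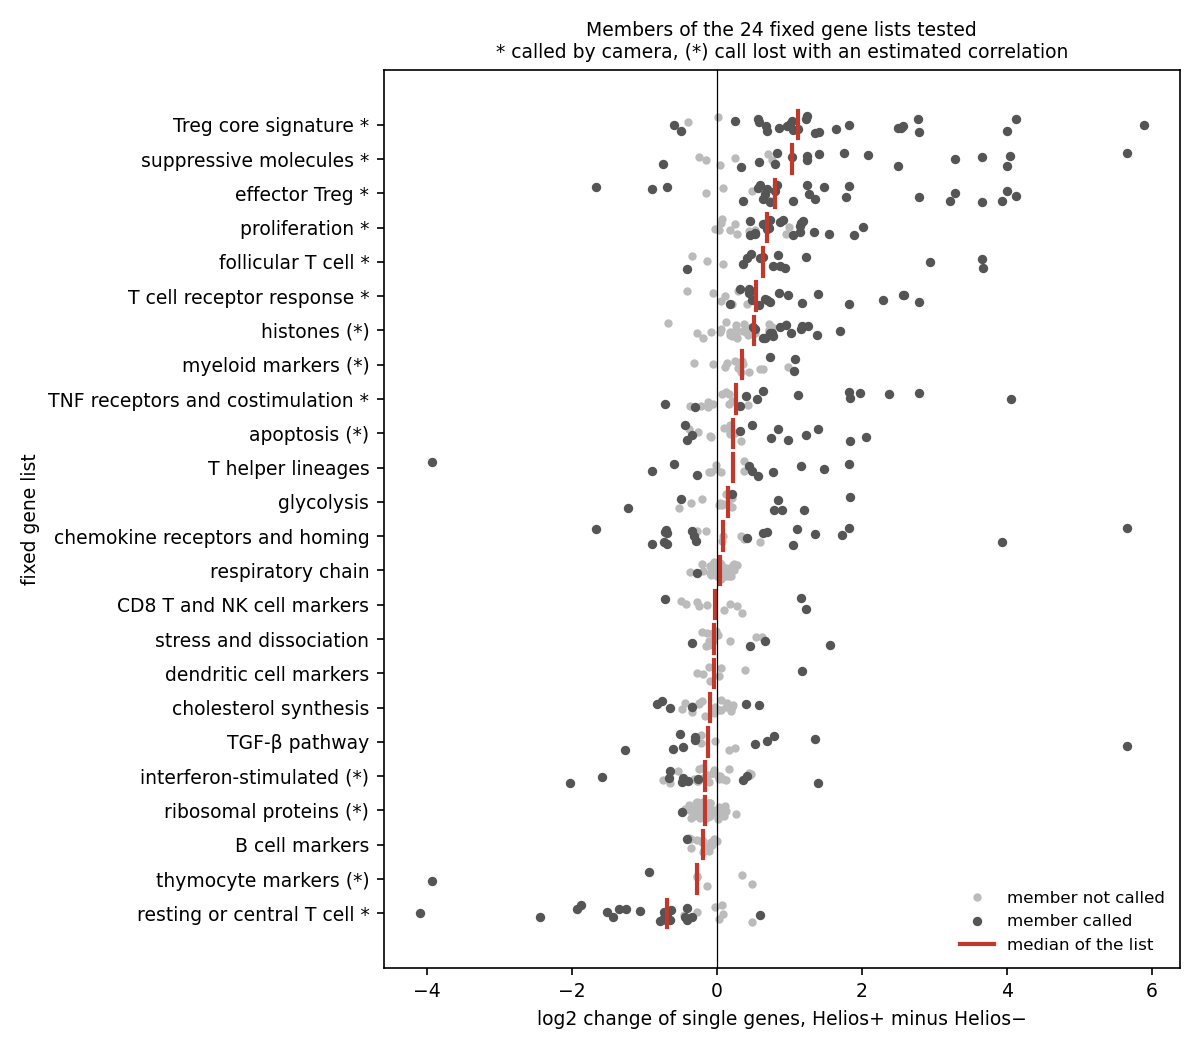
Log2 changes (Helios+ minus Helios−) of the single genes in the 24 lists tested, dark where limma called the gene, with a vertical bar at the median of each list. The core Treg list has the highest median and the resting T cell list the lowest, and a star after a name marks a camera call, in brackets where it was lost with an estimated correlation.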

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

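The tests of gene-by-gene carry-over, of the difference between group means of genes detected, of RNA from other cells, of the splits for low genes and B cell markers and of the lists with Per1 moved were chosen only after the results they concern were seen, as were the genes given as examples. The glucocorticoid and clock lists were written after the differences between replicate numbers had been seen. Among 306 groups of 5 values, 15 had a library whose gap to the nearest of the others, as a share of the group's range, was above 0.71. Chance gives about 1 in 20, or 15.3.

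In Helios− cells, replicate 1 stood highest for 3 genes. It had 1008.6 normalized counts of Ttn against 509 to 636.5 in the others (share 0.745). It had 60.9 of Eno3 against 36 to 41 (share 0.797) and 207857.5 of Malat1 against 95930.2 to 125454.8 (share 0.736). Helios− replicate 2 had 156.7 of Dusp1 against 50.4 to 58.6 (share 0.924), and Helios− replicate 5 had 97.3 of Prf1 against 65.6 to 73.2 (share 0.762).

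In Helios+ cells, replicate 1 stood lowest for Tnfrsf4 at 1316.1 normalized counts against 1496.4 to 1531.1 (share 0.839) and for Tox at 885.5 against 1112.7 to 1135.8 (share 0.908). Helios+ replicate 4 had 168.1 of Il1rl1 against 215.6 to 225 (share 0.835) and 1467.9 of Cflar against 1340.2 to 1361.4 (share 0.834). Helios+ replicate 5 had 738.3 of Mcm6 against 818.7 to 840.6 (share 0.786) and 359.3 of Snord47 against 142.8 to 203.3 (share 0.721). Helios+ replicate 3 had 70.9 of Oas1a against 136.3 to 161.4 (share 0.723) and 33.3 of C1qb against 10.5 to 13.6 (share 0.863). Helios+ replicate 2 had 482.6 of Itgae against 663.2 to 712.8 (share 0.785) and 549.5 of Per1 against 300.2 to 359.4 (share 0.762). Between the groups Per1 was called higher in Helios+ cells only with the block (limma adjusted p = 0.00454).

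Chance can be excluded as the source of a count as high as the 2655 genes called between the groups, but not for each single gene. Of 100 splits of the libraries drawn from 126, 1 gave as many genes, the real one, and the highest of the others called 0. At an unadjusted limma p under 0.05 the real split had 3804 genes, and the highest of the others 2612 with a median of 197. Of the 16 splits that part all pairs, the real one included, the others also called 0.

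Helios− libraries held Ikzf2 reads at 4.78% of the Helios+ level in replicates 3 to 5 (95% counting interval 4.54 to 5.02). For carry-over of Helios+ cells as part of the source, the 20 genes with the lowest ratio in replicates 1 and 2 (mean of at least 100 in Helios+, a number and minimum set when the test was run) had a summed ratio of 8.56% in replicates 3 to 5 (8.26 to 8.88), not below that of Ikzf2. Ttn gave 1842 of their 3157 Helios− reads, and gene by gene 5 of the 20 had an interval wholly below that of Ikzf2, namely Ccdc46, Penk, Dnahc7a, Bicd1 and Itgb8, with Itgb8 at 1.26% (up to 2.12%). These intervals rest on 6 to 42 reads and cover counting error only, but in each single library of replicates 3 to 5 the 5 genes lay at or below 3.13% and Ikzf2 at or above 4.32%, which argues against carried-over cells of average makeup as the source of all of these reads. Carry-over as part of the source, cells near the sort boundary and low Ikzf2 transcription in the Helios− cells stay open, and the last was not tested.

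Helios+ libraries held more genes with a read, 12875 to 12977 against 12539 to 12815, and genes with a mean of 10 to 20 had a positive median change. After thinning to 4872348 reads the lowest Helios+ library lay 66 genes below the highest Helios− library (−66), and without Rn45s and Malat1 52.4 below (−52.4), so depth and these RNAs may account for the separation of single libraries. The difference between the group means stayed at 227.2 and 220.2 genes after these thinnings, against 214 before (exact permutation p = 0.0159, 0.0159 and 0.0079), higher in 5 of 5 pairs, which argues against them as the source of that difference. Fewer distinct molecules in Helios− libraries would leave arithmetic means alike, and RNA of B cells in the Helios+ sort would raise their markers. The median log2 ratio of means was 0.114 over 2220 genes with a mean of 10 to 50 (0.0945 to 0.120 with a number left out). The median log2 change of B cell markers was −0.186. As far from 0 were the medians in 13 and 20 of 126 splits, but these splits mix the replicate numbers and cannot decide. The planned bound for the first (above 0.1, with a bootstrap over genes) did not take in the spread between libraries, so fewer molecules are not excluded. With the replicate block, 7 of 17 B cell markers were lower and 0 higher (camera adjusted p = 0.0114), which argues against RNA of B cells. With an estimated correlation as well that call was lost (adjusted p = 0.151), so RNA of B cells is not excluded. RNA of myeloid, NK or dendritic cells stays open too, although both sorts were gated as CD4+RFP+ cells. Over markers with a mean of at least 50, the myeloid median was 0.2728 (6 genes, bootstrap 0.0328 to 0.721). That of CD8 and NK markers was 0.0698 (4 genes, bootstrap −0.2717 to 1.161) and that of dendritic markers −0.152 (4 genes, bootstrap −0.2668 to −0.0927). All 8 dendritic markers tested had a median of −0.0319 (bootstrap −0.1939 to 0.3915). A difference in the number of genes transcribed stays open as well and was not tested.

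Numbers differed in both sorts: 1963 genes (18.3%) had an effect of the replicate number in limma, and 37.55% of genes were highest in the same number in both sorts, where 20% is expected of independent sorts. Replicate 2 was highest in both sorts for 9 of 9 glucocorticoid-responsive genes, among them Dusp1, chosen after their values were seen, so a glucocorticoid response that differed between numbers was tested on 16 further target genes, of which 4 are also on the fixed lists. Their median percentile of the replicate effect was 71.7, and a share of 0.0105 of 10000 random lists of like expression reached it (0.0336 without Per1), with 5 members having an effect and 4 highest in replicate 2 in both sorts. For 13 clock genes the share was 0.2964 (median percentile 50.1; 0 with an effect), but that list left out the clock gene Per1, which had an effect (limma adjusted p = 3.53e-05), and with it the share was 0.2444; a share above the planned bound of 0.05 misses a threshold and does not limit how far these genes differed, so circadian time is not excluded. A glucocorticoid response may account for part of the pattern, and a difference in handling, animal or day between numbers stays open, since the labels give none. Replicates 1 and 3, which the second principal component set apart, also differed in RNA makeup in both sorts. Malat1 took 3.642% against 1.425% of reads in Helios− and 2.27% against 1.3% in Helios+ libraries. Rn45s took 8.539% against 18.615% in Helios− and 10.283% against 13.754% in Helios+ libraries. The cause of this difference was not tested.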

How the results depend on the processing

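Cyclic loess normalization, replicates 2, 4 and 5 alone and the replicate block with an estimated correlation were chosen after the data were seen, and the other settings before. The limma count of 2655 moved to 4000 with the replicate block (1979 lower) and lay between 1940 and 2907 when libraries or numbers were left out. edgeR called 2643, DESeq2 2846, cyclic loess 2563 and replicates 2, 4 and 5 alone 2511. Genes lower numbered 1817 with edgeR and the block, and 748 to 1293 with libraries left out (748 without replicate 4). Genes higher by 2-fold or more numbered 864 with no filter and 257 with a mean of at least 50, and those lower by 2-fold or more 187, 68 and, with quantile normalization, 206. The filters test more or fewer genes, and the cause of the others was not tested. Of the 14 lists called, 8 held with an estimated correlation and 4 with the block as well, and 12 to 15 were called when libraries were left out. With fry the chemokine receptor and homing list was called (adjusted p = 0.000546), and the interferon and ribosomal protein lists were not (adjusted p = 0.213 and 0.529). Of 109 called named genes, 93 kept their call under each of the 30 settings in which they were tested, and 0 reversed. Genes with a mean under 50, such as Cebpa and Slc16a3, were not tested in the setting with a mean of at least 50. Calls were lost for Isg20 in 18 settings, Ebp and Zbtb46 12, Id3 11, Ebf1 and Gbp4 10, Cd28 9, Klrk1 7, Ndufs1 6, Mvd, Bcl2 and Kif5b 3, Rpl35a 2, and Dusp1, Ccr2 and Kif21b 1. Of 37 named genes not called, 17 were called under some setting, Rpl31 in 9, Rps19 in 8, Rpl21 in 7 and Cd8b1 in 6. edgeR with the block also called Slc15a2 and Eps8l1 (adjusted p = 0.00971 and 0.026). Apart from these and the calls given beside their results, the block changed none among the named genes and lists.

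The changes that reversed were of genes and lists that limma or camera did not call, and the cause was not tested. Quantile normalization and cyclic loess gave log2 changes of 0.0436 and 0.0624 for Cd4, and 0.0475 and 0.057 for Cd74. Array quality weights gave 0.0409 for Ddx3y and 0.0101 for Kdm5d, which had 0.0085 with cyclic loess. Replicates 2, 4 and 5 alone gave 0.0343 for Alas2, 0.0242 for Ddx3y and 0.007 for Kdm5d. Leaving out libraries, Foxp3 lay between −0.0061 and 0.0493, Cd4 between −0.0959 and 0.0241, Cd74 between −0.1066 and 0.0272, Ctss between −0.0024 and 0.1795, and Tcf4 between −0.2388 and 0.0314. Beta-s lay between −0.0758 and 0.9381, Alas2 between −0.9073 and 0.4057, Neat1 between −0.4332 and 0.0849, Kcnq1ot1 between −0.0525 and 0.1512, Ddx3y between −0.1322 and 0.0955, and Kdm5d between −0.1072 and 0.0658. Slc15a2 lay between −0.715 and 1.8278 and Eps8l1 between −0.0921 and 0.7909. For the lists, camera adjusted p was 0.928 for cholesterol synthesis with a mean of at least 50. The TGF-β list had 0.653 with fry, 0.74 with quantile normalization and 0.908 with cyclic loess, the CD8 T and NK cell list 0.586 and 0.608 with these normalizations, and the dendritic list 0.893 with fry. Leaving out libraries, the direction reversed in some fits, and adjusted p lay between 0.0876 and 0.996 for the respiratory chain, 0.212 and 0.965 for stress, 0.756 and 0.988 for CD8 T and NK cells, and 0.737 and 0.992 for dendritic cells.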

Other observations

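The gene families, their tests and the examples in this part were chosen after the data were seen. Families of genes were formed from shared symbol stems, 118 with at least 10 tested genes. Of the motor protein genes of the kinesin family, 14 of 24 were higher in Helios+ cells and 2, Kif21b and Kif5b, lower (camera adjusted p = 0.000127, and adjusted p = 0.983 with an estimated correlation). Kif13a had 463 ± 43.8 against 101 ± 15.5 normalized counts (SD, n = 5) and Kif5c 162 ± 14.5 against 37.2 ± 4.69. Of the 24, 3 are also on the cell cycle list, 2 of them called, so the results overlap. This count takes in only genes on that list, so the overlap may be larger. Whether the other kinesins called higher also follow cell division was not tested. Small nucleolar RNA genes, which guide the modification of ribosomal RNA, were higher as well, with 18 of 35 Snord genes (median log2 change 0.69; camera adjusted p = 0.000107) and 13 of 27 Snora genes (median 0.60; camera adjusted p = 0.000127). Both had an adjusted p of 0.983 with an estimated correlation, and 0 were lower in limma. Snord47 had 212 ± 85.4 against 60.1 ± 10.1 normalized counts and Snora15 92.0 ± 26.0 against 43.7 ± 6.02, but 100% and 77.9% of their bases overlap exons of other genes. Histones were the only other family called without the replicate block, and with it 4 more were called, Usp and the Rpl and Rps stems down and Ptpn up (camera adjusted p = 0.0347, 0.0124, 0.0252 and 0.048, and adjusted p = 0.983, 0.991, 0.991 and 0.983 without the block at an estimated correlation). The medians of the Snord, Snora, kinesin and histone families stayed positive with quantile, TMM and cyclic loess scaling. With quantile normalization the genes called higher and lower were 15 and 1 for Snord, 11 and 0 for Snora, 10 and 1 for kinesins and 9 and 1 for histones. With cyclic loess they were 15 and 0, 12 and 0, 10 and 0, and 11 and 1.

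Slc15a2, a peptide transporter gene, had 0 and 4.2 normalized counts in replicate 1 of Helios− and Helios+ cells and 124.6 to 299.1 in the other libraries. Eps8l1 had 19.9 and 15.7 in replicate 1 and 58.2 to 142.8 in the others.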
